# Functional role of GATA3 and CDX2 in lineage specification during bovine early embryonic development

**DOI:** 10.1530/REP-22-0269

**Published:** 2023-02-08

**Authors:** Yan Shi, Bingjie Hu, Zizengchen Wang, Xiaotong Wu, Lei Luo, Shuang Li, Shaohua Wang, Kun Zhang, Huanan Wang

## Abstract

**In brief:**

The lineage specification during early embryonic development in cattle remains largely elusive. The present study determines the effects of trophectoderm-associated factors GATA3 and CDX2 on lineage specification during bovine early embryonic development.

**Abstract:**

Current understandings of the initiation of the trophectoderm (TE) program during mammalian embryonic development lack evidence of how TE-associated factors such as GATA3 and CDX2 participate in bovine lineage specification. In this study, we describe the effects of TE-associated factors on the expression of lineage specification marker genes such as *SOX2, OCT4, NANOG, GATA6,* and *SOX17*, by using cytosine base editor system. We successfully knockout *GATA3* or *CDX2* in bovine embryos with a robust efficiency. However, GATA3 or CDX2 deletion does not affect the developmental potential of embryos to reach the blastocyst stage. Interestingly, GATA3 deletion downregulates the NANOG expression in bovine blastocysts. Further analysis of the mosaic embryos shows that GATA3 is required for NANOG in the TE of bovine blastocysts. Single blastocyst RNA-seq analysis reveals that GATA3 deletion disrupts the transcriptome in bovine blastocysts. Altogether, we propose that GATA3 plays an important role in maintaining TE lineage program in bovine embryos and the functional role of GATA3 is species-specific.

## Introduction

After fertilization, embryos can develop through continuous cleavage into fluid-filled blastocysts consisting of the trophectoderm (TE) and inner cell mass (ICM). The formation of a blastocyst commonly involves two rounds of cell lineage segregation (Karasek *et al.* 2020). During the polarization in mouse morula, atypical protein kinase C complex can sequester, angiomotin (AMOT) at the apical domain thereby keeping the inactivation state of Hippo signaling pathway to reinforce the expression of TE-associated genes such as *Cdx2* and *Gata3* (Plusa *et al.* 2005, Nishioka *et al.* 2009).

In mice, CDX2 and OCT4 mutually repress each other in TE and ICM, respectively, which signals the completion of the first lineage specification (Niwa *et al.* 2005). Subsequently, ICM can give rise to primitive endoderm (PE) and epiblast (EPI) during the second cell lineage decision. PE marked by GATA6 and SOX17 would develop into extra-embryonic tissues and EPI marked by NANOG would contribute to the embryo proper (Zhu & Zernicka-Goetz 2020, Yildirim *et al.* 2021). Understanding the molecular machinery of lineage specification is important for proper embryonic development and stem cell derivation.

TE-associated genes such as *Tead4*, *Gata3,* and *Cdx2* play an important role in the regulation of early lineage development. TEAD4 acts as a coactivator of YAP1 to regulate GATA3 and CDX2 via the Hippo signaling pathway in mouse embryos (Yagi *et al.* 2007, Nishioka *et al.* 2009). CDX2 is a downstream transcription factor of TEAD4 and is essential for TE lineage commitment. Indeed, CDX2 deletion impairs the TE epithelial integrity and results in the collapse of the blastocyst and the failure to implant in mouse embryos (Strumpf *et al.* 2005). Moreover, the absence of *Cdx2* results in the expression of *Oct4* and *Nanog* in the outer cells of mouse blastocysts. ChIP-seq results in mouse TE stem cells reveal that *Oct4* and *Nanog* are direct targets of *Cdx2* (Huang *et al.* 2017). Forced repression of OCT4 can induce mouse embryonic stem cells to differentiate into TE lineage (Niwa *et al.* 2005). Thus, there is reciprocal inhibition between TE and ICM lineage-specific transcription factors in mice.

As another downstream regulator of TEAD4, GATA3 is present exclusively in the TE but not the ICM in mouse embryos. *Gata3* knockout (KO) embryos are arrested at day 11 post coitum (Home *et al.* 2017). Meanwhile, GATA3 directly regulates *Cdx2* transcription and disrupts the morula to blastocyst transition in mice (Home *et al.* 2009). However, if GATA3 regulated ICM-specific transcriptional factors has yet to be determined.

Although the molecular machinery of lineage specification has been extensively studied in mouse embryos, the lineage segregation of bovine embryos remains unclear largely due to technical limitation. Recently, we have successfully implemented cytosine base editors (CBE) system in bovine embryos to achieve genome editing (Luo *et al.* 2022), which is a robust tool to interrogate gene functions.

Here, we first validated the effectiveness of the base editing system to knockout *GATA3* or *CDX2* in bovine embryos. We noticed that the developmental capability of embryos to form blastocyst is not changed after GATA3 or CDX2 deletion. Surprisingly, the NANOG level is reduced in GATA3 KO blastocysts. RNA-seq results show that the transcriptome is also disrupted in bovine blastocysts. In summary, these data suggest that GATA3 is an important player involved in maintaining the TE lineage program in bovine embryos.

## Materials and methods

### Materials

All chemicals and reagents were commercially obtained from Sigma unless stated elsewhere.

### *In vitro* production of bovine embryos

*In vitro* production of bovine embryos, including *in vitro* maturation (IVM), *in vitro* fertilization (IVF), and *in vitro* culture (IVC), was performed as published before (Cui *et al.* 2016, Li *et al.* 2021, Shi *et al.* 2021). Briefly, cumulus–oocyte complexes (COCs) containing intact cumulus cells were collected from bovine ovaries obtained from a local abattoir and these COCs were matured in the IVM medium at 38.5°C under 5% CO_2_ in humidified air for 22–24 h. The IVM medium consists of 10% fetal bovine serum (FBS; Gibco-BRL), 1 IU/mL follicle-stimulating hormone (Sansheng Biological Technology, Ningbo, China), 0.1 IU/mL luteinizing hormone (Solarbio, Beijing, China), 1 mM sodium pyruvate (Thermo Fisher Scientific), 2.5 mM GlutaMAX™ (Thermo Fisher Scientific), and 10 μg/mL gentamicin in Medium-199 (M4530). After maturation, COCs (60–100 COCs per well in 4-well plates) were then incubated with spermatozoa (1 × 10^6^–5 × 10^6^) purified from frozen-thawed semen using a percoll gradient in BO-IVF medium (IVF Bioscience, Falmouth, Cornwall, UK). The IVF condition was 38.5°C under 5% CO_2_ for 9–12 h. Putative zygotes were then removed from cumulus cells by pipetting up and down in Medium-199 (M7528) supplemented with 2% FBS (Gibco-BRL). Embryos were incubated in BO-IVC medium (IVF Bioscience) at 38.5°C under 5% CO_2_ in humidified air until use.

### sgRNA design, synthesis, and plasmid construction

BE-Designer online software (http://www.rgenome.net) was used to design sgRNAs. sgRNA sequences with appropriate GC content and low probability for off-targeting were selected to target the coding region of the gene of interest. The sticky end of BpiI: 5’-3’ CACC and 5’-3’ AAAC were added to the 5’ ends of the sense and antisense strand, respectively (Supplementary Table 1, see section on supplementary materials given at the end of this article). The DNA sequences were synthesized by Sangon Co., Ltd (Shanghai, China). Then, sgRNA DNA oligos were annealed and cloned into a PX458 vector containing BpiI restriction sites with a T7 promoter.

### *In vitro* transcription

*In vitro* transcription was performed as published previously (Luo *et al.* 2022). BE3 plasmids were linearized with NotI and underwent *in vitro* transcription using mMESSEAGE mMACHINE T7 kit (Invitrogen, Thermo Fisher Scientific) and finally purified by LiCl precipitation. sgRNAs were amplified and transcribed *in vitro* using MEGAshortscript T7 High Yield Transcription Kit (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s instructions. Primers are listed in Supplementary Table 2. After transcription, sgRNAs were purified by ethanol precipitation.

### Microinjection of base editor mRNA

To knockout the gene of interest, a 10–20 pL mixture of 100 ng/µL sgRNA and 200 ng/µL BE3 mRNA were microinjected into putative zygotes 10 h after IVF by using a micromanipulator (TransferMan, Eppendorf, Germany). In the control group, embryos were injected with the same amount of BE3 mRNA without sgRNA. To maximize the editing efficiency of the gene of interest, a cocktail of two or three sgRNAs was microinjected together with BE3 mRNA. Each sgRNA was kept at the same concentration (100 ng/µL).

### Single embryo genotyping

After immunostaining, each embryo was collected individually to perform genotyping. Genomic DNA was isolated using an embryo lysis buffer (40 nM Tris-HCl, 1% Triton X-100, 1% NP-40, and 0.4 ng/mL proteinase K) at 55°C for 1 h and 95°C for 10 min. Nested PCR was performed and amplicons were then subject to Sanger sequencing. For nested PCR, two rounds of PCR were performed by using primeSTAR HS DNA Polymerase (Takara, Cat. #R040A). The PCR condition was: 98°C for 2 min followed by 35 cycles of 98°C for 10 s, 60°C for 5 s, 72°C for 1.5 min, and a final 5 min step at 72°C. All primers used are listed in Supplementary Table 3.

### Immunofluorescence

Early embryos were rinsed three times with 0.1% PBS/polyvinylpyrrolidone and fixed with 4% paraformaldehyde in PBS for 30 min, permeabilized with 0.5% Triton X-100/PBS for 40 min. Fixed samples were then blocked for 2 h with a buffer containing 10% FBS and 0.1% Triton X-100/PBS. Samples were incubated with primary antibodies overnight at 4°C, and embryos were then treated with secondary antibodies for 2 h. All antibodies were both confirmed in bovine embryos by our previous work and other labs, including CDX2, GATA6, and NANOG (Wooldridge & Ealy 2021); GATA3 (Gerri *et al.* 2020); and SOX2 and SOX17 (Luo *et al.* 2022). We have also validated the specificity of OCT4 and SOX2 using KO strategy in bovine embryos (Luo *et al.* 2022). Nuclear DNA was counterstained by DAPI for 20 min. Samples were mounted and observed with either an inverted epifluorescence microscope (Nikon) or a Zeiss LSM880 confocal microscope system (Zeiss). For confocal microscopy, Z-stacks were imaged at 5 μm intervals between optical sections. Stacks were projected by maximum intensity to display signals of all blastomeres in one image.

The fluorescent intensity was analyzed using Image J as described previously (Shi *et al.* 2021). Briefly, the nuclear region was encircled based on the DAPI signal and the intensity measured. The same region was moved to the cytoplasm area and background intensity was obtained. The specific signal was calculated by subtracting the cytoplasmic intensity from the nuclear intensity. Finally, the data were normalized to the relative channels in the control groups. All antibody information is shown in Supplementary Table 4.

### Single blastocyst RNA-seq

Single blastocysts from WT and KO group were collected on day 7. The zona pellucida of blastocysts was discarded with 0.5% pronase E. The RNA-seq libraries were constructed according to Smart-seq2 procedure as previously described (Picelli *et al.* 2014). In brief, polyadenylated RNAs were captured and reverse transcribed with an Oligo(dT) primer, then the cDNA was pre-amplified using KAPA HiFi HotStart ReadyMix (kk2601). Pre-amplified cDNA was purified with Ampure XP beads (1:1 ratio) and fragmented by Tn5 enzyme (Vazyme, TD502). PCR amplification for 15–18 cycles was performed to prepare sequencing libraries, which were subject to paired-end 150 bp sequencing on a NovaSeq (Illumina) platform by Novogene. The raw sequencing reads were trimmed with Trimmomatic (version 0.39) (Bolger *et al.* 2014) to generate clean data and mapped to ARS-UCD1.2 with Hisat2 (version 2.1.0) (Kim *et al.* 2015). The raw counts were calculated with featureCounts (version 1.6.3) (Liao *et al.* 2014) and underwent differential expression analysis using DESeq2 (Love *et al.* 2014). The differentially expressed WT and KO gene groups were identified using an false discovery rate (FDR)-adjusted *P*-value (*P*_adj_) less than 0.05. Foldchange ≥1.5 or ≤0.6. Fragments per kilobase million (FPKM) for each sample was calculated with Cufflinks (Trapnell *et al.* 2012) for heatmap visualization, and heatmaps were generated using a pheatmap package in R. Gene ontology analysis was performed with the Database for Annotation, Visualization and Integrated Discovery (Huang da *et al.* 2009*a*,*b*). All RNA-seq files are available from the Gene Expression Omnibus database (accession number GSE216123).

### Statistical analysis

All experiments were replicated at least three times unless stated. Two-tailed unpaired Student *t*-tests were used to compare differences between the two groups. The graphs were constructed by GraphPad Prism 8.0 (GraphPad Software). Asterisks refer to significant differences (*P < 0.05; **P < 0.05; ***P < 0.001).

## Results

### Disrupting *GATA3* and *CDX2* with cytosine base editor in bovine embryos

To explore the effects of TE-associated factors (GATA3 and CDX2) on lineage specification in bovine early embryos, we designed sgRNAs to disrupt *CDX2* and *GATA3*, respectively. *CDX2* sgRNAs have been validated recently (Luo *et al.* 2022). For *GATA3,* three sgRNAs were designed to target exons 1, 3, and 4, respectively (Fig. 1A). To maximize editing efficiency, we microinjected sgRNAs cocktails and CBE mRNA into putative zygotes. At day 7 after fertilization, bovine embryos were collected for performing immunostaining and genotyping. Sanger sequencing results show that premature stop codons could be successfully introduced by injection of CBE components (Fig. 1B).

**Figure 1:**
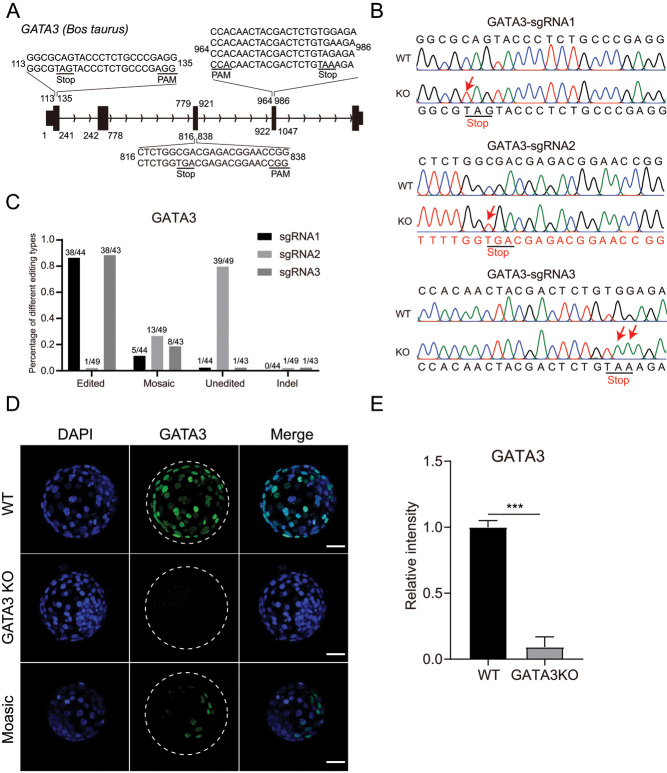
The construction of GATA3 KO model in bovine embryos. (A) Three sgRNAs were designed to target exons 1, 3, and 4 of *GATA3*. The red letters represent potential sites for introducing premature stop codons. (B) Representative Sanger sequencing results. The red arrows represent edited sites. (C) Statistical analysis of the editing efficiency in different editing types for GATA3 sgRNA1 (44 embryos), sgRNA2 (49 embryos), and sgRNA3 (43 embryos). (D) Immunostaining validation for GATA3 KO at blastocysts stage (three replicates of 7–9 blastocysts per group). Green: GATA3; Scale bar = 50 μm. (E) Statistical analysis of GATA3 relative intensity in bovine embryos (three replicates of 7–9 blastocysts per group). Asterisks refer to significant differences (*P < 0.05; **P <0.05; *** *P* < 0.001).

Furthermore, results show that the edited efficiency of sgRNA1, sgRNA2, and sgRNA3 for *GATA3* is 86.36%, 2.04%, and 88.37%, respectively (Fig. 1C). Overall, premature stop codons were successfully introduced into 94.12% (48/51) of bovine embryos. Meanwhile, it was confirmed that GATA3 can be efficiently depleted by immunostaining analysis of the corresponding embryo (Fig. 1D and E). Thus, we establish a robust model to interrogate the functional role of GATA3 in bovine embryos.

### CDX2 is dispensable for bovine lineage specification

CDX2 plays a critical role in TE lineage development in mice. It is established that CDX2 and OCT4 reciprocally inhibit each other in TE and ICM, respectively, in mouse late blastocysts (Niwa *et al.* 2005). The depletion of CDX2 also results in the failure to downregulate NANOG in the outer cells of the blastocyst and increases the incidence of cell death (Strumpf *et al.* 2005). However, the functional role of CDX2 in bovine early embryonic development remains poorly known.

We then adopted the CBE system to evaluate the developmental and molecular consequence of CDX2 KO in bovine embryos. Results show no obvious difference in OCT4 expression in CDX2 null embryos compared to WT embryos (Fig. 2A). Unlike mouse embryos, the localization of NANOG, GATA6, and SOX17 was not completely restricted into the ICM region at late blastocyst stage in cattle (Bessonnard *et al.* 2014). In addition, we found no significant change in the localization and signal intensity of NANOG, GATA6, and SOX17 in CDX2-depleted blastocysts (Fig. 2D, E, F, G and H). Altogether, these results reveal that CDX2 is dispensable for bovine lineage specification.

**Figure 2:**
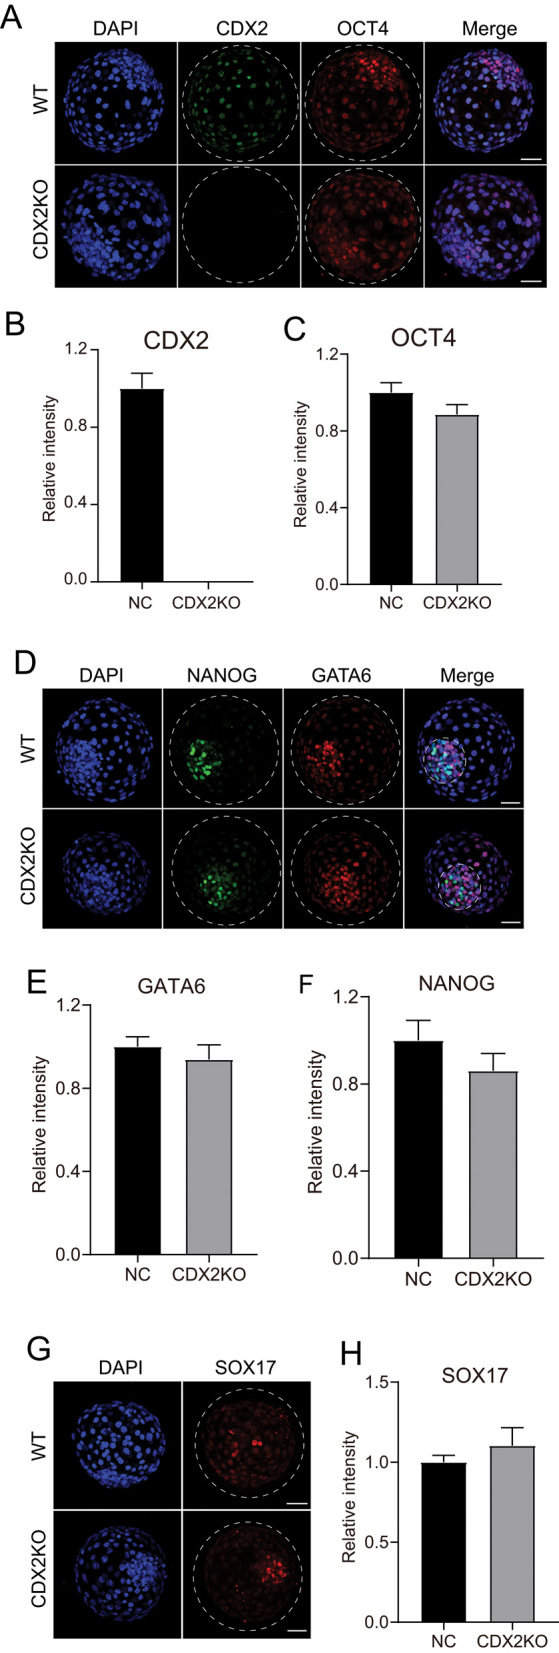
CDX2 is dispensable for bovine lineage specification. (A) Immunofluorescence detection of CDX2 and OCT4 in WT and CDX2 KO blastocysts at day 8. Green: CDX2 protein; Red: OCT4 protein; Blue: DAPI (nuclei). The experiment was independently replicated four times with 4–8 blastocysts per group analyzed. Scale bar = 50 μm. (B and C) Statistical analysis of CDX2 and OCT4 relative intensity. (D) Immunofluorescence analysis of NANOG and GATA6 expression and allocation between WT and CDX2 KO groups (three replicates of 3–8 blastocysts per group were analyzed). Green: NANOG protein; Red: GATA6 protein; Blue: DAPI (nuclei). Scale bar = 50 μm. (E and F) Statistical analysis of GATA6 and NANOG levels. (G) Immunostaining analysis of SOX17 in WT and CDX2 KO blastocysts at day 8 (three replicates of 6–10 blastocysts per group were analyzed). Red: SOX17 protein; Blue: DAPI (nuclei). Scale bar = 50 μm. (H) Statistical analysis of SOX17 signal intensity. Asterisks refer to significant differences (*P < 0.05; **P <0.05; ***:*P* < 0.001).

### GATA3 is required for NANOG expression in TE

GATA3 and YAP1 co-localized in outer cells at the morula stage in bovine embryos (Gerri *et al.* 2020), suggesting that a close association between GATA3 and TE lineage fate. However, it remains unclear if GATA3 inhibits the expression of the pluripotency gene. Therefore, we looked into the expression levels of SOX2, NANOG, and SOX17 in GATA3 KO blastocysts. Immunostaining results show that GATA3 KO did not affect the expression of SOX2 and SOX17 (Fig. 3G and I). In WT bovine blastocyst, NANOG is predominantly localized in the ICM. However, NANOG could also be detected in the TE. Surprisingly, the signal intensity of NANOG is greatly reduced in the ICM. Moreover, NANOG is barely seen in the TE of GATA3 KO blastocysts (Fig. 3A).

**Figure 3:**
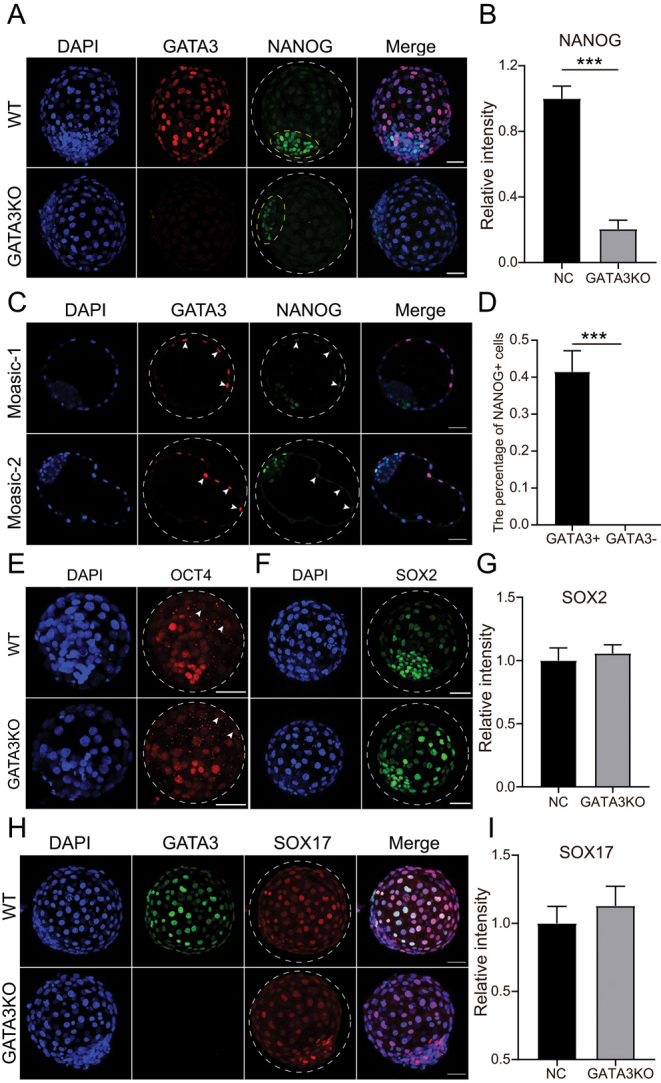
GATA3 is required for NANOG expression in the TE. (A) Immunostaining analysis of NANOG and GATA3 in WT and GATA3 KO blastocysts at day 8. Green: NANOG protein; Red: GATA3 protein; Blue: DAPI (nuclei). The experiment was independently replicated three times with 6–9 blastocysts per group analyzed. Scale bar = 50 μm. The yellow circle represents the ICM region. (B) Statistical analysis shows that NANOG is decreased in GATA3 KO group. (C) Immunostaining analysis of NANOG levels in GATA3− TE cells relative to GATA3+ TE cells. Green: NANOG protein; Red: GATA3 protein; Scale bar = 50 μm. White arrows indicate TE cells expressed both GATA3 and NANOG. (D) Statistical analysis of the percentage of NANOG+ cells in GATA3− TE cells relative to GATA3+ TE cells. *n* = 8. (E) Immunostaining detection of OCT4 levels. *n* = 7. White arrows point to TE cells expressed OCT4. (F) Immunostaining analysis of SOX2 in WT and GATA3 KO blastocysts (three replicates of 4–5 blastocysts per group were analyzed). Green: SOX2 protein; Blue: DAPI (nuclei). Scale bar = 50 μm. (G) Statistical analysis of SOX2 signal intensity between WT and GATA3 KO groups. (H) Immunostaining analysis of SOX17 and GATA3 in WT and GATA3 KO blastocysts (two replicates of 6–7 blastocysts per group were analyzed). Green: GATA3 protein; Red: SOX17 protein; Blue: DAPI (nuclei). Scale bar = 50 μm. (I) Statistical analysis of SOX17 signal intensity between WT and GATA3 KO groups. Asterisks refer to significant differences (*P < 0.05; **P < 0.05; *** *P* < 0.001).

To investigate if GATA3 directly affected the NANOG expression in TE, we constructed GATA3 mosaic embryos and counted the number of NANOG+ cells out of the number of GATA3+ or GATA3− cells in the TE. Results clearly show there is 40% of GATA3+ cells are also NANOG+, whereas no NANOG+ cells were observed in GATA3− TE cells (Fig. 3D). Thus, GATA3 is required for correct NANOG expression pattern in the TE of bovine blastocysts.

Recent studies reveal that OCT4 is required for NANOG expression in bovine embryos (Simmet *et al.* 2018). Thus, we sought to determine whether GATA3 regulates NANOG expression through OCT4. Immunostaining results show no obvious change in OCT4 level in the TE of GATA3 KO blastocysts. In conclusion, GATA3 plays an important role in the regulation of NANOG expression in the TE of bovine blastocysts.

### GATA3 and CDX2 function independently on bovine embryos

Next, we wondered whether GATA3 interacts with CDX2 in bovine embryos. Results show that the localization and signal intensity of CDX2 are not changed in GATA3 KO embryos compared to controls (Fig. 4B and D). Furthermore, the developmental capability of GATA3 KO and CDX2 KO in bovine embryos was monitored. On day 8, we used CDX2 as a marker to distinguish the TE and ICM cells for GATA3 KO embryos and GATA3 as a marker to count the TE and ICM cells for CDX2 KO embryos. Results show the normal developmental potential of GATA3 KO bovine embryos to reach the blastocyst stage (Fig. 4E and F) and normal cell numbers of the TE and ICM in the blastocysts (Fig. 4G, H and I). Similarly, the total cell number and the number of TE and ICM numbers are normal in CDX2 KO bovine embryos (Fig. 4J, K and L). Collectively, these results suggest that CDX2 and GATA3 function independently on bovine embryos.

**Figure 4:**
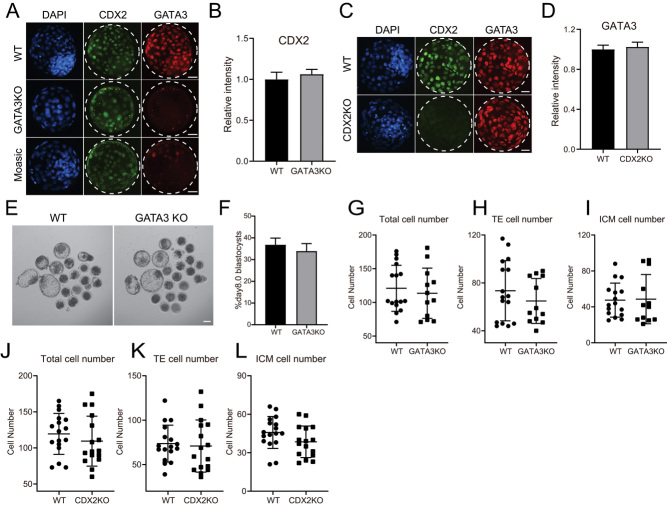
GATA3 and CDX2 function independently in bovine embryos. (A) Immunostaining analysis of CDX2 and GATA3 in WT and GATA3 KO blastocysts (three replicates of 4–7 blastocysts per group were analyzed). Green: CDX2 protein; Red: GATA3 protein; Blue: DAPI (nuclei). Scale bar = 50 μm. (B) Statistical analysis of CDX2 signal intensity in the GATA3 KO group relative to the WT group. (C) Immunostaining analysis of CDX2 and GATA3 in WT and CDX2 KO blastocysts (three replicates of 6–10 blastocysts per group were analyzed). Green: CDX2 protein; Red: GATA3 protein; Blue: DAPI (nuclei). Scale bar = 50 μm. (D) Statistical analysis of GATA3 relative signal intensity. (E and F) GATA3 KO do not affect the blastocyst rate (ten replicates of 20–25 embryos per group). Scale bar = 100 μm. (G, H, and I) Cell counting analysis of total cells (DAPI), TE cells (CDX2+ cells) and ICM cells (CDX2− cells) in WT and GATA3 KO blastocysts at day 8. (J, K, and L) Statistical analysis of the number of total cells (DAPI), TE cells (GATA3+ cells) and ICM cells (GATA3− cells) in WT and CDX2 KO blastocysts at day 8. Asterisks refer to significant differences (*P < 0.05; **P <0.05; ***P < 0.001).

### Functional role of GATA3 in bovine early embryonic development

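Single bovine blastocysts were collected on day 7 from 3 groups, 3 WT control embryos, 4 GATA3 KO embryos and 4 CDX2 KO embryos. All embryos had been injected with mRNA of a cytosine base editor, an enzyme that changes C to T at a site chosen by a guide RNA. Only the KO embryos had also received guide RNAs, here to create a premature stop codon. Each embryo gave one Smart-seq2 library, made from polyadenylated RNA without molecular identifiers. The paper gives 15 to 18 PCR cycles for the libraries, and the sample labels give 12 to 15. The authors trimmed the reads, mapped them to ARS-UCD1.2 with Hisat2, counted them per transcript with featureCounts, and deposited normalized counts from DESeq2 in 2 tables. One table holds the GATA3 KO embryos and the WT control embryos, and the other holds the CDX2 KO embryos and the same WT control embryos. Because each table was normalized on its own, embryos were compared only within a table. The columns of the KO embryos carry numbers of their own, from 3 to 6 for GATA3 KO and from 2 to 5 for CDX2 KO, which are used here as embryo numbers.
In every column 100.0% of the values were whole multiples of one step, so the reads behind them could be recovered. In the table of GATA3 KO, the total counts were 319759, 207802 and 150057 in WT control embryos 1 to 3, and 166529, 540775, 205636 and 303320 in GATA3 KO embryos 3 to 6. The other table, that of CDX2 KO, held 600885, 386349 and 282714 counts in the same WT control embryos, and 218797, 100731, 421120 and 662962 in CDX2 KO embryos 2 to 5. Totals did not separate the KO from the WT control embryos (two-sided exact permutation test, p = 0.629 for GATA3 KO and p = 0.686 for CDX2 KO). The tables list 8576 and 12047 transcripts, and 3 counts, taken as the smallest number that can be told from 0, correspond to between 4.53 and 29.78 CPM (total counts). This floor covers counting error only, since PCR copies are not independent molecules.
Genes were tested with limma on log2(normalized count + 1), among transcripts with a mean of at least 10, with Benjamini-Hochberg adjustment. The threshold was an adjusted p-value of at most 0.05 with a fold change of at least 1.5 or at most 0.6, as in the methods. Log2 fold changes on this scale understate the change of transcripts with low counts.
The embryos also differed in Y-linked transcripts (TSPY, USP9Y, DDX3Y and EIF1AY). In the table of GATA3 KO, WT control embryos 1 to 3 had 50, 98 and 29 Y-linked counts and GATA3 KO embryo 6 had 68, whereas embryos 3, 4 and 5 had 0, 0 and 2. Of the CDX2 KO embryos, embryo 5 had 155 Y-linked counts and embryos 2, 3 and 4 had 0. TSPY belongs to a multicopy family, so its counts are uncertain.

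**Figure D1:**
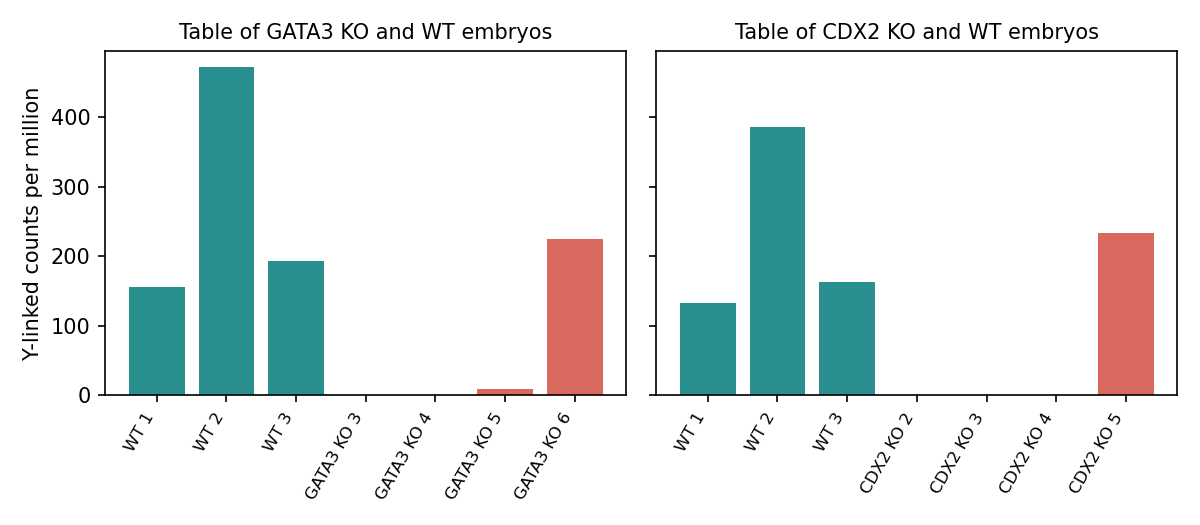
Y-linked CPM (counts scaled to the total of each embryo) in the table of GATA3 KO (left) and of CDX2 KO (right). Each bar is 1 embryo, teal for WT control and red for KO. The WT control embryos range from 156.4 to 471.6 in the left panel, where GATA3 KO embryo 6 reaches 224.2, and CDX2 KO embryo 5 reaches 233.8 in the right panel.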

To dissect the molecular consequence of GATA3 or CDX2 KO in bovine embryos, a single blastocyst RNA-seq was performed. Base editing in *GATA3* and *CDX2* was confirmed by cDNA Sanger sequencing (Supplementary Fig. 1B and C). Interestingly, there is no obvious change in the level of GATA3 and CDX2 transcripts in GATA3 or CDX2 KO embryos, respectively. It is likely that the premature stop codon that created by CBE would disrupt the open reading frame of GATA3 and CDX2 and not affect the transcription itself.

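The GATA3 transcript (NM_001076804) had a normalized count of 79.9 ± 8.17 (SD, n = 3) in WT control embryos and 12.2 ± 1.58 (SD, n = 4) in GATA3 KO embryos. The log2 fold change was -2.62 (standard error 0.27, adjusted p = 7.64e-05 from limma with Benjamini-Hochberg adjustment), with the smallest p-value of the 4271 transcripts tested. All 4 GATA3 KO embryos lay below every WT control embryo (two-sided exact permutation test, p = 0.029, the smallest p that 3 embryos against 4 allow). The recovered counts ran from 52 to 111 in WT control and from 9 to 30 in GATA3 KO. With each embryo left out in turn, the log2 fold change stayed between -2.69 and -2.52. In the authors' deposited table the log2 fold change of GATA3 is -2.72, with an adjusted p-value of 4.14e-11.
The CDX2 transcript (NM_001206299) lay near the detection floor and below the mean of 10 required for the limma test. In the table of CDX2 KO its normalized count was 8.94 ± 2.09 (SD, n = 3) in WT control and 3.57 ± 1.34 (SD, n = 4) in CDX2 KO embryos, from 6 to 14 and from 2 to 8 recovered counts. The difference in mean log2 was -1.16, and all 4 CDX2 KO embryos lay below every WT control embryo (two-sided exact permutation test, p = 0.029, or 0.203 after Benjamini-Hochberg adjustment over the 7 genes of the paper listed in that table). In the authors' deposited table the log2 fold change of CDX2 is -1.37, with an unadjusted p of 0.117. CDX2 also fell in GATA3 KO embryos, which were not given the CDX2 guide, from 7.16 ± 2.53 (SD, n = 3) to 2.20 ± 1.52 (SD, n = 4), a difference in mean log2 of -1.50 (two-sided exact permutation test, p = 0.057). GATA3 in CDX2 KO embryos had a log2 fold change of -0.51 (standard error 0.49, adjusted p = 0.900 from limma). The paper proposes that the premature stop codon disrupts the open reading frame and leaves transcription itself unaffected.

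**Figure D2:**
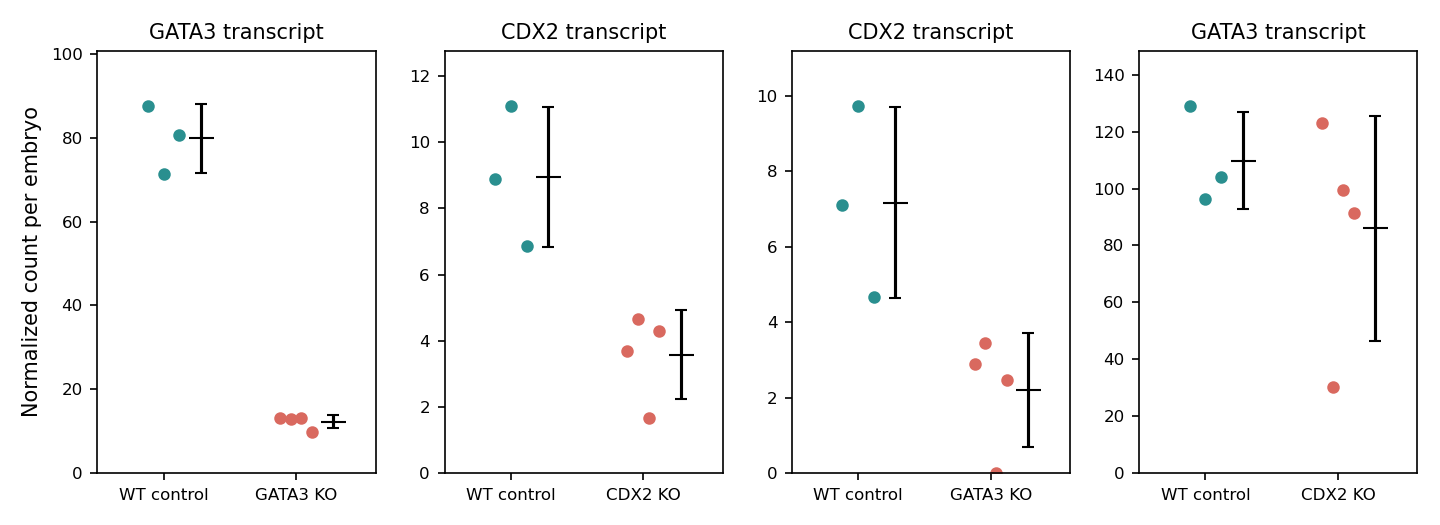
Normalized count per embryo of the GATA3 and CDX2 transcripts in WT control (teal) and KO (red) embryos, with the mean and SD beside each group. From left to right, GATA3 in GATA3 KO, CDX2 in CDX2 KO, CDX2 in GATA3 KO and GATA3 in CDX2 KO. In the first 3 panels the 4 KO embryos lie below the 3 WT control embryos, and in the last panel 2 of the 4 KO embryos do.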

RNA-seq analysis showed the transcriptome of CDX2 KO embryos clusters with one of the WT embryos (Supplementary Fig. 1D). In addition, there is a total of 121 differentially expressed genes (DEGs, threshold: Fold changes (FC) ≥2 or ≤0.5, FDR adjusted *P*-value ≤ 0.05), among which 70 are upregulated and 51 are downregulated in GATA3 KO embryos (Fig. 5B). 

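In average-linkage clustering of the 7 embryos on 1 minus Pearson's r across 5719 transcripts, WT control embryo 1 joined CDX2 KO embryo 5 first, at r = 0.886, and CDX2 KO embryo 4 joined this pair next, at a mean r of 0.858. WT control embryos 3 and 2 followed at 0.826 and 0.817. CDX2 KO embryos 2 and 3 joined last, at 0.711 and 0.473. These correlations are across transcripts, which are not independent replicates. CDX2 KO embryo 3 had the fewest counts of the table.
On the 500 transcripts with the largest variance, the mean distance between CDX2 KO and WT control embryos minus the mean distance within groups was -2.08 (one-sided exact permutation test over 35 splits, p = 0.600), so the groups were not separated beyond the spread among embryos. Of the transcripts tested, 0 passed the threshold, and 187 had an unadjusted p under 0.05. With DESeq2 on the recovered reads, 9 passed it. In the authors' deposited table, 5 transcripts pass it, 2 higher and 3 lower in CDX2 KO embryos.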

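Of 4271 transcripts tested in the table of GATA3 KO, 86 passed the threshold, 66 higher and 20 lower in GATA3 KO embryos, and 85 passed with a fold change of at least 2 or at most 0.5. The groups did not overlap for 85 of the 86, and for 808 (18.9%) of all transcripts tested, where chance gives 5.7%. The balance of directions depended on the scaling. It was 48 higher and 57 lower after quantile normalization, and 56 higher and 53 lower after rescaling by median ratios, while the median log2 fold change of all tested transcripts moved from 0.113 to 0.003 and 0.007. Leaving out one embryo changed the number to as many as 304, without WT control embryo 1. It fell to 1, GATA3 itself, without WT control embryo 2 or without GATA3 KO embryo 3. On the recovered reads, edgeR's quasi-likelihood test gave 126 transcripts, 57 higher and 69 lower, and DESeq2 gave 158, 76 higher and 82 lower. In the authors' deposited table, 64 transcripts are higher and 51 lower at the same threshold, and 69 of the 86 are among them.
The transcripts that fell most were TSPY and then GATA3, followed by CCNF, STAB1 and SUN2. The log2 fold changes of TSPY, CCNF, STAB1 and SUN2 were -4.11, -2.34, -2.14 and -1.83 (adjusted p = 0.0232, 0.0211, 0.0399 and 0.0245 from limma). TSPY is Y-linked, and 3 of the 4 GATA3 KO embryos had at most 2 Y-linked counts. The transcripts that rose most were SAT1, SRP9, SOD1, DPPA2 and PRPS1, with log2 fold changes of 2.04, 2.02, 2.02, 1.99 and 1.97 (adjusted p = 0.0106, 0.0136, 0.0136, 0.0232 and 0.0133 from limma). SAT1 and PRPS1 lie on the X chromosome in the ARS-UCD2.0 annotation. A fit with the presence of Y-linked counts as a covariate was added after seeing the data. All 3 WT control embryos had Y-linked counts, so its KO effect rested on GATA3 KO embryo 6 alone. In that fit the log2 fold change of GATA3 was -2.89.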

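The gene ontology annotation was not used here, and gene lists written by hand stood in its place. Of 118 genes written for cell–cell adhesion and junction, 63 were listed in the table of GATA3 KO and 38 had a mean of at least 10. Since fewer than 80% of the genes had a value, a test of the whole list is void, and the values describe those 38 genes. Their mean log2 fold change was -0.10 relative to all tested genes (two-sided exact permutation test over 35 splits, p = 0.514, or 0.686 after Benjamini-Hochberg adjustment over 8 lists), with 22 genes higher and 16 lower. The sign depended on the filter, with 0.13 among genes with a mean of at least 100. CTNNB1 was the 1 gene of the list past the threshold, with a log2 fold change of 1.12 (standard error 0.28, adjusted p = 0.0468 from limma). It lost significance in 6 of 10 alternative analyses and in 5 of the 7 fits that each left out one embryo. The 3 genes of the eIF2 complex list were all tested, and their mean log2 fold change was 1.19 relative to all tested genes (exact permutation test, p = 0.029, or 0.229 after adjustment over 8 lists). This mean ran from 1.03 to 1.24 in 4 of 5 alternative settings (exact permutation test, p = 0.029 in each). The other setting required a mean of at least 100 and gave 0.22. It leaves out EIF2S1 and EIF2S3, whose means were 37.3 and 43.8, so it is not a value of the 3 genes. Among the 3 genes, EIF2S1 and EIF2S3 passed the threshold, with log2 fold changes of 1.93 and 1.63 (adjusted p = 0.0309 and 0.0232 from limma). EIF2S3 lies on the X chromosome in the ARS-UCD2.0 annotation. In the CMG complex list, 6 of 11 genes were tested, which also makes a test of the whole list void. Their mean log2 fold change was 0.13 relative to all tested genes (exact permutation test, p = 0.457, or 0.686 after adjustment over 8 lists), with 3 genes higher and 3 lower. Of these, MCM6 and GINS1 rose past the threshold, with log2 fold changes of 1.60 and 1.18 (adjusted p = 0.0161 and 0.0344 from limma). In the fits that left out one embryo, EIF2S1, EIF2S3, MCM6 and GINS1 lost significance in 3, 4, 4 and 5 of 7.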

GO analysis shows the top GO terms enriched in DEGs include cell–cell adhesion, cell–cell junction, and cell morphogenesis involved in differentiation (Fig. 5C).

**Figure 5:**
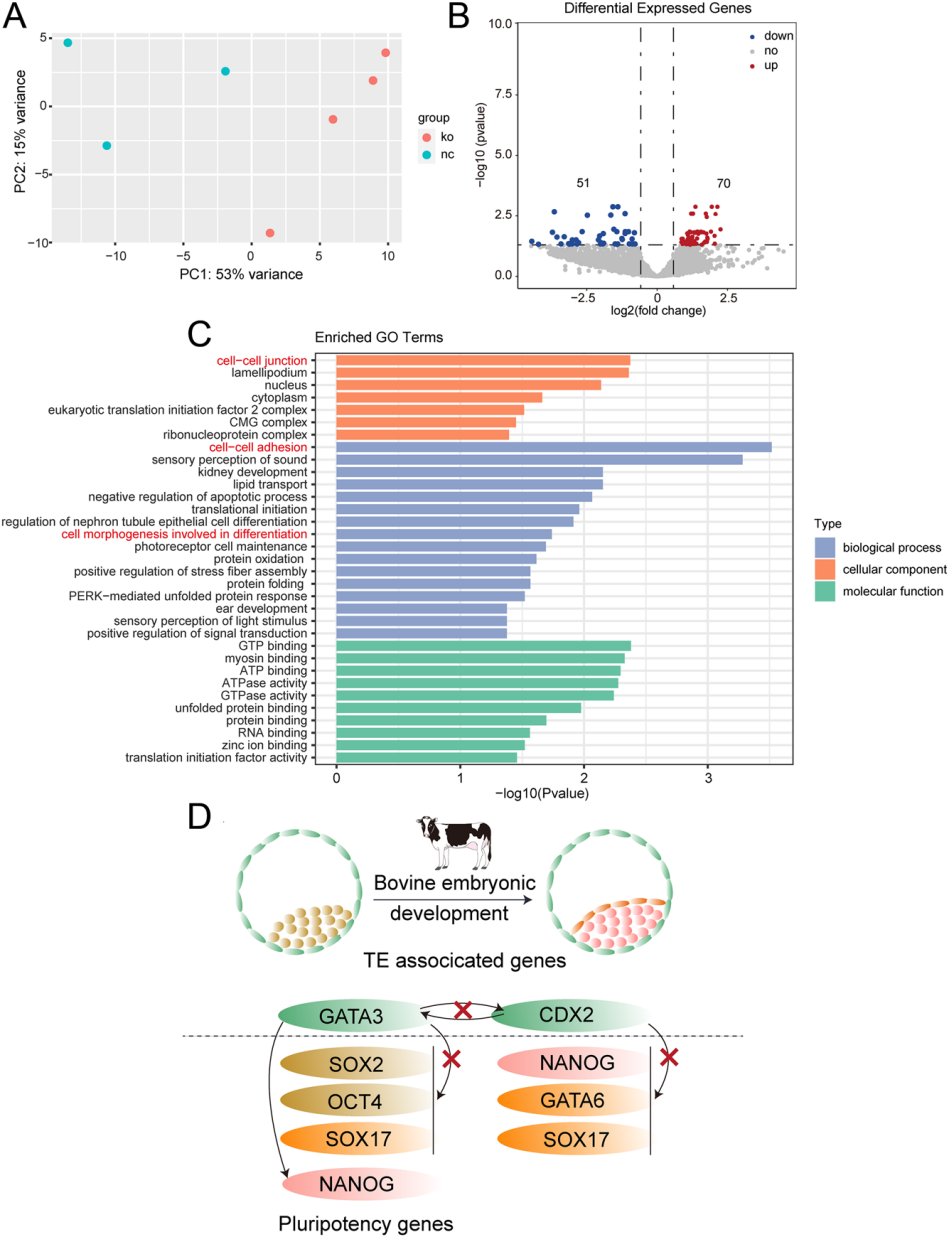
GATA3 deletion disrupts the transcriptome in bovine blastocysts. (A) Principal component analysis (PCA) shows a high correlation among samples in WT and GATA3 KO groups, respectively. (B) Volcano plot depicting differentially expressed genes, among which 70 are upregulated and 51 are downregulated (Fold change ≥1.5 or ≤0.6; *P*_adj_ ≤ 0.05). (C) GO terms analysis showing differential expression of genes enriched in the pathway of cell–cell adhesion, cell–cell junction, and cell morphogenesis involved in differentiation. (D) Summary and working model of a functional relationship between TE-associated genes (*GATA3 and CDX2*) and pluripotency genes (*SOX2, OCT4, NANOG, GATA6, and SOX17*) in bovine blastocysts. Arrows denote that ‘A’ affects ‘B’, and ‘X’ indicates that ‘A’ does not affect ‘B’.

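On the 500 transcripts with the largest variance, the first component held 42.8% of the variance and the second 17.7%. WT control embryos 1 to 3 scored -3.6, -20.4 and -18.1 on the first component, and GATA3 KO embryos 3 to 6 scored 18.8, 10.8, 11.9 and 0.6. The mean distance between the groups exceeded the mean distance within groups by 6.49 (one-sided exact permutation test over 35 splits, p = 0.029, the smallest p possible), and on the 100 most variable transcripts by 3.40 (p = 0.086, exact permutation test). Across 4271 transcripts, which are not independent replicates, each GATA3 KO embryo had a mean r of 0.851 to 0.891 with the other GATA3 KO embryos and of 0.760 to 0.816 with WT control embryos. Among WT control embryos the mean r was 0.838 to 0.848. WT control embryo 1 had a mean r of 0.852 with GATA3 KO embryos and 0.848 with the other WT control embryos, and in clustering it joined GATA3 KO embryo 6 first.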

## Discussion

The establishment of the first lineage specification is generally conserved in the mammalian embryo. However, the regulatory mechanism of transcriptional factors may vary slightly among species. In particular, the relationship between members of transcription factor networks controlling lineage development in bovine embryos remains largely unclear. One of the limiting factors is the lack of a technical approach to efficiently knockout the gene of interest. Here, we successfully delete GATA3 and CDX2 by using the CBE system with robust efficiency. GATA3 deletion does not affect the distribution and expression level of OCT4. Moreover, GATA3 and CDX2 do not affect each other in bovine embryos. However, NANOG is greatly reduced in bovine blastocysts upon GATA3 deletion. Last but not least, the transcriptome of GATA3 KO embryos is disturbed.

Previous studies have demonstrated reciprocal repression between TE and ICM lineage factors in mice. For example, TE-specific CDX2 and ICM-specific OCT4 repress each other in mouse blastocysts (Niwa *et al.* 2005). In accordance, another study shows that *Oct4* and *Nanog* are expressed in the out cells of *Cdx2* KO blastocysts (Strumpf *et al.* 2005). In the present study, we found that CDX2 null embryos show normal OCT4 expression, which is consistent with the result of CDX2 knockdown study (Berg *et al.* 2011). Thus, by comparing the data in mice (Niwa *et al.* 2005), these results suggest the relationship between CDX2 and OCT4 is species-specific.

NANOG and GATA6 are well-established markers for EPI and PE, respectively (Frankenberg *et al.* 2011). We found a typical salt and pepper pattern of NANOG and GATA6 localization in CDX2 KO bovine blastocysts. SOX17 is also not been affected. Thus, these results confirm that CDX2 is dispensable for the second lineage specification that generates EPI and PE.

In normal bovine embryos, NANOG is readily detected in the ICM while it is also found in the TE with a lower level at the late blastocyst stage. Interestingly, we noticed that GATA3 deletion leads to a dramatic decrease of NANOG level in both ICM and TE in bovine blastocysts. Our mosaic embryo experiments further proved the direct effects of GATA3 in NANOG in the TE, suggesting that TE lineage program is disrupted.

Single embryo RNA-seq analysis reveals 121 genes are differentially expressed in GATA3 KO embryos compared with control embryos. Interestingly, *RhoA* expression level is significantly increased in GATA3 KO embryos (Supplementary Fig. 1F). 

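The RHOA transcript (NM_176645) had a normalized count of 40.0 ± 21.0 (SD, n = 3) in WT control embryos and 103.0 ± 19.1 (SD, n = 4) in GATA3 KO embryos. The log2 fold change was 1.44 (standard error 0.30, adjusted p = 0.0245 from limma with Benjamini-Hochberg adjustment). All 4 GATA3 KO embryos lay above every WT control embryo (two-sided exact permutation test, p = 0.029). With each embryo left out in turn, the log2 fold change stayed between 1.17 and 1.83, and the adjusted p rose above the threshold in 4 of the 7 fits, to 0.137 without WT control embryo 2. With the presence of Y-linked counts as a covariate, where the KO effect rests on GATA3 KO embryo 6 alone, the log2 fold change was 1.32. The 18 tested genes of 31 written for RhoA and ROCK signalling had a mean log2 fold change of -0.04 relative to all tested genes (exact permutation test, p = 0.686). Since fewer than 80% of the list had a value, a test of the whole list is void. RHOA was the 1 gene among them past the threshold. In the table of CDX2 KO, RHOA had a log2 fold change of -0.22 (standard error 0.59, adjusted p = 0.954 from limma). The paper sets the increase in GATA3 KO embryos beside the reported effect of the RhoA/ROCK pathway on trophectoderm (TE) cells. It takes this as a further reason to propose a role of GATA3 in TE lineage development. Its other reasons are the lack of NANOG in TE cells without GATA3 in mosaic embryos and the enriched gene ontology terms.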

RhoA is one of the upstream regulators of RhoA/ROCK signaling pathway, which antagonizes TE cell self-renewal and differentiation of bovine preimplantation embryos (Pillai *et al.* 2022), further suggesting GATA3 plays an important role in TE lineage development. Furthermore, GO analysis reveals that DEGs were enriched in cell–cell adhesion, cell–cell junction, and cell morphogenesis involved in cell differentiation. Cell adhesion plays a critical role in the differentiation of the TE (Fleming *et al.* 2001), which interacts with endometrial luminal epithelial cells of the uterus to participate in embryo implantation (Fukuda & Sugihara 2012). Altogether, these results suggest that GATA3 is required for the correct TE lineage program in bovine blastocysts.

In conclusion, we provided evidence that GATA3 and CDX2 regulate cell lineage specification during bovine early embryonic development by using base editors. By comparing with the data in mice, our functional experiments revealed that the interaction of CDX2 and OCT4 differs between mice and cows. Furthermore, the GATA3 mosaic experiment discovered that it is required for correct NANOG expression pattern in bovine TE. We also documented that GATA3 KO disrupted the transcriptome in bovine blastocysts. Our results are helpful for understanding the mechanism behind lineage specification during bovine early embryonic development.

## Supplementary Material

Figure S1. Single blastocyst RNA sequencing of GATA3 and CDX2

Supplementary Material

## Declaration of interest

The authors declare that no conflict of interest could be perceived as prejudicing the impartiality of the research reported.

## Funding

This work was funded by Zhejiang Major Science and Technology Project for Breeding New Agricultural Varieties (No. 2021C02068-1-3 to K.Z.), National Natural Science Foundation of China http://dx.doi.org/10.13039/501100001809 (No. 32072939 to H.W.; No. 31872348, No. 32072731 and No. 32161143032 to K.Z.; No.31941007 to S.W.), Zhejiang Provincial Natural Science Foundation (No. LY19C180002 to H.W.; LZ21C170001 to K.Z.).

## Author contribution statement

Y Shi designed the study and performed microinjection and IF of bovine embryos. B Hu conducted single blastocyst RNA-seq and data analysis. GATA3 and CDX2 sgRNAs were designed by Z Wang. Single embryo PCR and genotyping were conducted by X Wu. *In vitro* production of bovine embryos was performed by Lei Luo and S Li. Y Shi wrote the paper. All other authors reviewed, corrected and approved the final manuscript.

# Supplementary material for: Functional role of GATA3 and CDX2 in lineage specification during bovine early embryonic development
**Source:** Reproduction. 2023 Feb 8;165(3):325–33. doi: 10.1530/REP-22-0269
**Supplement:** Supplementary Material

## Supplementary Information

**Table S1. The synthesis of sgRNAs sequence**

| Gene name    | Gene ID | sgRNA  | Exon | Sequence ( 5' – 3' )                                            |
|--------------|---------|--------|------|-----------------------------------------------------------------|
| <i>CDX2</i>  | 618679  | sgRNA1 | 1    | FP : CACCCCCCGCAGTACCCGGACTA<br>RP : AAACCTAGTCCGGGTACTGCGGGGG  |
| <i>CDX2</i>  | 618679  | sgRNA2 | 1    | FP : CACCCCGTTCCAGTCCTCGCGGAG<br>RP : AAACCTCCGCGAGGACTGGAACGG  |
| <i>CDX2</i>  | 618679  | sgRNA3 | 1    | FP : CACCTTGCTGCAGACGCTCAACCC<br>RP : AAACGGGTAGACGTCTGCAGCAA   |
| <i>GATA3</i> | 505169  | sgRNA1 | 1    | FP : CACCGGCGCAGTACCCTCTGCCCCG<br>RP : AAACCGGGCAGAGGGTACTGCGCC |
| <i>GATA3</i> | 505169  | sgRNA2 | 3    | FP : CACCCTCTGGCGACGAGACGGAAC<br>RP : AAACGTTCCGTCTCGTCGCCAGAG  |
| <i>GATA3</i> | 505169  | sgRNA3 | 4    | FP : CACCTCTCCACAGAGTCGTAGTTG<br>RP : AAACCAACTACGACTCTGTGGAGA  |

**Table S2. The primers information of sgRNA template for in vitro transcription**

| sgRNA        | Primers' name | Sequence ( 5' – 3' )                    |
|--------------|---------------|-----------------------------------------|
| CDX2-sgRNA1  | CDX2-g1-T7-F  | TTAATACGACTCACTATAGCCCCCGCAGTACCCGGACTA |
| CDX2-sgRNA2  | CDX2-g2-T7-F  | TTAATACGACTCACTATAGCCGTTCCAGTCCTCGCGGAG |
| CDX2-sgRNA3  | CDX2-g3-T7-F  | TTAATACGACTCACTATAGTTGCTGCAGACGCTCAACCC |
| GATA3-sgRNA1 | GATA3-g1-T7-F | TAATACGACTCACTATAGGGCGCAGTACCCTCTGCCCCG |
| GATA3-sgRNA2 | GATA3-g2-T7-F | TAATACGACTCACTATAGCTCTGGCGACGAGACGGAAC  |
| GATA3-sgRNA3 | GATA3-g3-T7-F | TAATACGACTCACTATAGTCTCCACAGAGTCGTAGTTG  |
|              | sgRNA-R       | AAAAGCACCGACTCGGTGCC                    |

**Table S3. Nested PCR primer sequences for preparing Sanger sequencing samples**

| Gene        | Gene ID | Target sgRNAs                             | Primers' name | Sequence ( 5' – 3' )                                |
|-------------|---------|-------------------------------------------|---------------|-----------------------------------------------------|
| <i>CDX2</i> | 618679  | CDX2-sgRNA1<br>CDX2-sgRNA2<br>CDX2-sgRNA3 | CDX2-g-1      | FP : ATGGTGAGGTTCCCGTC<br>RP : GCTTTACACTGAACGCGGCT |

|              |        |              |            |                                                          |
|--------------|--------|--------------|------------|----------------------------------------------------------|
| <i>GATA3</i> | 505169 | GATA3-sgRNA1 | CDX2-g-2   | FP : TACGTGAGCTACCTCCTGGAC<br>RP : CCCCCTATCCCCTACTCA    |
|              |        |              | GATA3-g1-1 | FP : CCAGTCCTCGCTTCCCTTTT<br>RP : CGCCTGCTGTGACTGTTTTG   |
|              |        |              | GATA3-g1-2 | FP : AATCCTTAAACGACCCCCG<br>RP : CCATGGTGGGTCGGAGGATA    |
|              |        | GATA3-sgRNA2 | GATA3-g2-1 | FP : CTGGAGGTGAGAAAGTTCCGT<br>RP : AAGCCAGCTGACACGATTTTG |
|              |        |              | GATA3-g2-2 | FP : TGCTGGTAGCTTTTTTCGTGTG<br>RP : GTCCTGCCAATTTCTGCAG  |
|              |        |              | GATA3-g3-1 | FP : TACTCCTAGGCCAGTGGGTC<br>RP : TCAAGAAGGGGACCAGGGAA   |
|              |        | GATA3-sgRNA3 | GATA3-g3-2 | FP : CCGGCCCCATGGTCTGATCTAC<br>RP : CACTGGATCCTCCTGCAACG |
|              |        |              |            |                                                          |
|              |        |              |            |                                                          |

**Table S4 : Antibody information**

| Name            | Host               | Company                   | Catalog Number | Application |
|-----------------|--------------------|---------------------------|----------------|-------------|
| SOX2            | Rat                | eBioscience™              | 14-9811-82     | IF (1:200)  |
| CDX2            | Mouse              | BioGenex                  | CDX2-88        | IF (1:20)   |
| GATA3           | Rabbit             | Abcam                     | ab199428       | IF (1:200)  |
| GATA6           | Rabbit             | Cell Signaling Technology | 5851T          | IF (1:200)  |
| OCT4            | Rabbit             | Abcam                     | Ab181557       | IF (1:200)  |
| NANOG           | Mouse              | eBioscience™              | 14-5768-82     | IF (1:100)  |
| SOX17           | Goat               | Bio-technique             | AF1924         | IF (1:200)  |
| Alexa Fluor 488 | Goat Anti-Mouse    | Life technologies         | A11001         | IF (1:100)  |
| Alexa Fluor 594 | Goat Anti-Mouse    | Life technologies         | A11032         | IF (1:100)  |
| Alexa Fluor 594 | Donkey Anti-Goat   | Life technologies         | A11058         | IF (1:100)  |
| Alexa Fluor 594 | Donkey Anti-Rabbit | Life technologies         | A21207         | IF (1:100)  |
| Alexa Fluor 488 | Goat Anti-Rat      | Life technologies         | A11006         | IF (1:100)  |

How the deposited data were processed for this re-analysis (not part of the article)

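RNA was sequenced from single bovine blastocysts of day 7, 3 WT control, 4 GATA3 KO and 4 CDX2 KO embryos. The authors trimmed the reads with Trimmomatic, mapped them to ARS-UCD1.2 with Hisat2, counted them with featureCounts and compared groups with DESeq2. They deposited 2 tables, one for each knockout, that share the 3 WT control embryos. The signal per embryo in the deposited tables is a count divided by a size factor within that table. The deposited tables also hold the authors' log2 fold changes with standard errors, their Wald statistic (a score) and their p-values. The sample labels and the paper differ in the number of PCR cycles, and the paper's results text gives a fold change threshold of 2 or 0.5 where its methods and Fig. 5B give 1.5 or 0.6. The threshold of the methods was used, with the other as an alternative.

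The values of each column were whole multiples of one step in 100.0% of cases, from which the counts were recovered. The total counts ran from 150057 to 540775 in the table of GATA3 KO and from 100731 to 662962 in that of CDX2 KO. At these depths 3 counts, taken as the detection floor, correspond to 4.53 to 29.78 CPM. WT control columns were matched to samples by number, and KO columns to their group alone. No column of sample values was left unused.

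Accessions were paired with symbols through the RefSeq gene table of ARS-UCD2.0, which named 98.6% of the transcripts in each table. Since the files use ARS-UCD1.2, no coordinates of that annotation are given, and only the chromosome of XIST was used, to list X-linked genes. XIST itself, GATA6 and TEAD4 were not analysed here.

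The main test was limma (version 3.58.1, R 4.3.3) with a trended prior on log2(normalized count + 1), for transcripts with a mean of at least 10, within one table. The test had been set out conditionally on the unit before the data were examined, and the unit was normalized counts. Transcripts passed with a Benjamini-Hochberg adjusted p-value of at most 0.05 and a fold change of at least 1.5 or at most 0.6. Single genes, gene lists and distances between embryos were tested by exact permutation over the 35 splits of 7 embryos into 3 and 4, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Distances were Euclidean, on the 500 transcripts of largest variance. The alternatives were a pseudocount of 0.1 or 5, no filter, a mean of at least 100, quantile normalization, rescaling by median ratios, another or no fold change threshold, no trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered counts, and leaving out each embryo in turn. After the data were seen, DESeq2 on all transcripts listed, removal of X- and Y-linked genes, a Y-linked covariate, only transcripts listed in both tables, and halved counts for the table of CDX2 KO were added.

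The genes named were the 8 the paper discusses where listed, the 5 largest rises and the 5 largest falls past the threshold without overlap between the groups, members of hand-written gene lists past the threshold, and the Y-linked genes. Other genes named in the closing section were chosen after their values were seen. The lists were written before the data were examined, and no gene ontology annotation was used here.

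The code was tested on simulated counts in which 200 genes were changed. These genes had high counts and large changes, with a median absolute log2 fold change from limma of 2.04 for GATA3 KO and 2.02 for CDX2 KO. All simulated genes of a table shared the same dispersion. The shares recovered therefore do not hold for smaller changes, lower counts or genes that vary more. For the design of the table of GATA3 KO, limma recovered 100% of them, with 1.5% false calls, at a dispersion of 0.083. For that of CDX2 KO, it recovered 24% at a dispersion of 0.298, edgeR 33.5%, and DESeq2 58% with 12.1% false calls.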

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

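Of the tests in this part, those of the trophectoderm markers, of single control embryos, and of sex for GATA3 and SLC34A2 were chosen after the results were seen. Within the KO groups, 37 sets of 4 values were examined for an embryo far from the others, and 3 were found where chance gives 1.9.

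GATA3 in GATA3 KO embryos was 9.85 in embryo 6, against 12.9 to 13.1 in the others. This embryo is the GATA3 KO embryo with Y-linked counts, and its value is further from the WT control embryos, not nearer. The group difference itself was tested against 4 explanations. After thinning every embryo to the lowest total, the log2 fold change was -2.60. Under quantile normalization or median-ratio rescaling the value closest to 0 was -2.72. The embryo with Y-linked counts lay -2.74 (log2) from the lowest WT control embryo. The 15 other trophectoderm markers tested had a mean log2 fold change of -0.02, or -0.12 relative to all tested genes, with 7 of them lower. Of these, GATA2 fell (-1.16, adjusted p = 0.0344 from limma) and TFAP2C rose (1.03, adjusted p = 0.0442), each outside the range of the WT control embryos in 4 of 4 GATA3 KO embryos. They lost significance in 4 and 5 of the 7 fits that left out one embryo. With GATA3 included, the list was at -0.28 relative to all tested genes (exact permutation test, p = 0.343, or 0.686 after adjustment over 8 lists). Only 16 of the 38 genes written were tested, fewer than 80%, so the check of the list is void. The markers tested did not fall together as GATA3 did, and the paper reports normal TE cell numbers in other GATA3 KO blastocysts. Whether the edit acts through transcript stability or transcription was not tested.

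Genes on the X chromosome were lower in GATA3 KO embryo 6 than in the others, at -0.57 relative to the WT control mean, where embryos 3, 4 and 5 were at 0.98, 0.84 and 1.00. A difference in sex is a candidate explanation. The 3 embryos with high values had at most 2 Y-linked counts, but embryo 6 lay below the range of the WT control embryos (-0.16 to 0.13), so the test set for sex was met in part and the pattern cannot be told apart from it. The difference between the groups, 0.56, was matched by 9 of the 35 splits of the embryos. In the table of CDX2 KO, embryo 5, which had Y-linked counts, was at 0.08, within the WT control range, and the others were at 0.48 or more, which is consistent with a difference in sex. There 3 of the 35 splits gave as large a difference. Sex was not recorded in the sample information used here.

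SOX17 was 0.0 in 1 of the CDX2 KO embryos, where the others had at most 3 counts. All 4 embryos are at or under the floor of 3 counts, so no difference was detectable at this depth.

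In CDX2 KO embryos, whose differentially expressed genes the paper does not report, 5 genes called by DESeq2 on all transcripts listed lay outside the range of the WT control embryos in 4 of 4 KO embryos. The log2 fold changes from limma were -3.34 for SLC34A2, -1.92 for PDPN, 2.50 for S100A5, 2.86 for S100A2 and -2.31 for PTGR1. They were chosen after their values were seen, and the same 5 genes pass the threshold in the authors' deposited table. With the main settings of limma none passed the threshold. SLC34A2 was closest, with an adjusted p of 0.0505. It passed in 8 of 12 alternatives, among them 4 limma fits (adjusted p from 0.0133 to 0.0486), edgeR (3.65e-03) and DESeq2 (2.18e-11). Of the 7 fits that left out one embryo it passed in 2, with an adjusted p of up to 0.465 from limma in the others. In GATA3 KO embryos, SLC34A2 had a log2 fold change of -1.40 (adjusted p = 0.0518 from limma, 3 of 4 embryos below every WT control embryo). It passed the threshold in 7 of 10 alternatives and in 1 of the 7 fits that left out one embryo. PDPN had -0.97 (adjusted p = 0.0443, 4 of 4 below) and lost significance in 6 of those 7 fits. PTGR1 went the other way, at 1.19 (adjusted p = 0.0730, 4 of 4 above), and S100A5 and S100A2 had 0.46 and 0.64 (adjusted p = 0.732 and 0.637). Both comparisons share the WT control embryos. Against each WT control embryo alone, SLC34A2 was lower in 4 of 4 KO embryos in 5 of 6 comparisons and in 3 of 4 in the other one, where GATA3 KO embryo 3 lay above WT control embryo 3. The direction of the mean thus did not rest on any 1 control embryo, but these comparisons cannot exclude an effect of the shared control embryos as a group. The KO embryo with Y-linked counts nearest to the WT control embryos, GATA3 KO embryo 6, lay -0.46 (log2) from the lowest of them. This does not decide about sex, as it rests on 1 embryo and the WT control values ran from 146 to 539. With the Y-linked covariate, the KO effect in each comparison rests on the 1 KO embryo with Y-linked counts. The log2 fold change of SLC34A2 was then -3.19 in CDX2 KO and -1.58 in GATA3 KO embryos. For the other 4 genes, CDX2 KO embryo 5, which had Y-linked counts, also lay outside the range of the WT control embryos, on the side of the other CDX2 KO embryos. As all 5 genes were picked for a large difference in CDX2 KO embryos, this says little about sex.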

How the results depend on the processing

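The alternatives were set before the data were examined, except those said below to have been added after seeing the data. The cause of a change was not tested unless stated. No paired analysis was possible because the columns of the KO embryos carry no replicate number of the samples. For this reason the replicate block was not run, nor was a fit of all 3 groups, since the WT control values differ between the tables.

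Against 86 transcripts in GATA3 KO embryos, there were 145 with a pseudocount of 5, 172 without a filter, 37 with a mean of at least 100, 16 without a trend and 158 with DESeq2 on the recovered counts. Of the alternatives added after seeing the data, removal of X- and Y-linked genes gave 138. With the Y-linked covariate the KO effect rests on GATA3 KO embryo 6 alone, so no number is given for it. The number ran from 1 to 304 across the 7 fits that each left out one embryo. In the fits with 1 transcript, it was GATA3. Quantile normalization shared 65 transcripts with the 86 and median-ratio rescaling 76.

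Against 0 transcripts in CDX2 KO embryos (187 at an unadjusted p under 0.05), there was 1 with a pseudocount of 5, a mean of at least 100, median-ratio rescaling or edgeR, 2 without a filter or with quantile normalization, and 9 with DESeq2. Of those added after seeing the data, DESeq2 on all transcripts listed gave 5, and removal of X- and Y-linked genes or edgeR on halved counts gave 1. Leaving out one embryo gave from 0 to 1. The self-test recovered 24% of changed genes at this dispersion, although their changes were large, which limits what a count of 0 can show.

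GATA3 in GATA3 KO embryos passed the threshold under the 10 alternatives it could be tested in, from -2.89 to -2.30, and in the 7 fits without one embryo. RHOA stayed positive but lost significance without a trend (1.44, adjusted p = 0.0863 from limma). It was 1.32 with the Y-linked covariate, which rests on 1 KO embryo. RHOA ran from 1.17 to 1.83 across the fits that left out one embryo. CDX2 in CDX2 KO embryos stayed negative. With DESeq2 on all transcripts, added after seeing the data, it was -1.37 and not significant, and leaving out one embryo gave from -1.31 to -0.91, where 15 or 20 splits cannot give a p under 0.05.

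The separation of GATA3 KO embryos was 3.40 on 100 transcripts (p = 0.086, exact permutation test) and from 4.38 to 10.13 when one embryo was left out. The lowest value, without WT control embryo 2, had p = 0.133 (exact permutation test), where 0.067 was possible, and the other fits gave the smallest p possible, 0.067 without a WT control embryo and 0.1 without a KO embryo. That of CDX2 KO embryos ran from -7.23 to 3.55 when one was left out, and reversed without CDX2 KO embryo 3 (0.12), 4 (2.65) or 5 (3.55). The correlation of the 2 knockouts reversed to -0.067, the mean of 6 choices from -0.289 to 0.154, with non-overlapping controls, and the other alternatives left it within its spread. The cell–cell adhesion list in GATA3 KO reversed with a mean of at least 100 (0.13) and without WT control embryo 2, and ran from -0.28 to 0.04 when one embryo was left out.

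Several effects changed sign. In GATA3 KO embryos, NANOG was 0.54, against -1.10, with the Y-linked covariate, added after seeing the data. In either knockout, the KO effect in such a fit rests on the 1 KO embryo with Y-linked counts. With the same covariate S100A5 was -2.17 and S100A2 -0.65, and without one embryo they ran from -0.21 to 1.34 and from -0.23 to 1.40. POU5F1 was -0.19 with quantile normalization, -0.11 with median-ratio rescaling and 0.00 with a pseudocount of 0.1, and from -0.22 to 0.32 without one embryo. In CDX2 KO embryos, SOX2 was 0.00 with quantile normalization or DESeq2, 0.11 with median-ratio rescaling, 0.02 with halved counts (added after seeing the data), and from -0.43 to 0.40 without one embryo. SOX17 was -0.22 with quantile normalization and from -0.46 to 0.58 without one embryo. RHOA was 0.02 with edgeR or DESeq2, 0.63 with the Y-linked covariate and 0.05 with halved counts (both added after seeing the data), and from -0.56 to 0.25 without one embryo.

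Of the lists in GATA3 KO embryos, RhoA and ROCK signalling was 0.01 with a pseudocount of 5, 0.20 with a mean of at least 100 and from -0.09 to 0.16 without one embryo. The epiblast list was 0.35 with a mean of at least 100 and from -0.11 to 0.04 without one embryo, and the primitive endoderm list was 0.09 with that filter. In CDX2 KO embryos, cell–cell adhesion was -0.01 with a pseudocount of 5 and from -0.13 to 0.16 without one embryo, and the eIF2 list ran from -0.08 to 0.46. RhoA and ROCK signalling was 0.12 and primitive endoderm 0.38 with a mean of at least 100. Without one embryo, epiblast ran from -0.18 to 0.03 and primitive endoderm from -0.31 to 0.01.

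Over the single genes and lists that answer no main comparison, 620 alternative values kept their direction and side of the threshold, 116 lost significance, 28 gained it and 49 changed sign.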

Differences from the paper's values

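The paper reports 51 downregulated genes in GATA3 KO embryos, and 20 passed the same threshold here. Among the alternatives set before the data were examined, 7 came within 1.5 times of the paper's number. They were a pseudocount of 5 (44 genes), no filter (72), quantile normalization (57), median-ratio rescaling (53), edgeR on the recovered counts (69), and the fits without WT control embryo 1 (45) or without GATA3 KO embryo 6 (48). The others did not, among them DESeq2 on the recovered counts after the filter (82), a mean of at least 100 (13) and no trend (6). DESeq2 on all transcripts listed, chosen after seeing the values, gave 51 lower and 64 higher transcripts, as does the authors' deposited table at a fold change of 1.5 or 0.6. The paper's other values were 121 genes in all and 70 upregulated, against 86 and 66 here and 115 and 64 in the authors' deposited table. At a fold change of 2 or 0.5, the authors' deposited table holds 59 higher and 44 lower transcripts.

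The paper states that GATA3 transcripts did not obviously change in GATA3 KO embryos. Here their log2 fold change was -2.62, with an adjusted p of 7.64e-05 from limma, and in the authors' deposited table it is -2.72. For CDX2 in CDX2 KO embryos the paper states the same. The difference in mean log2 here was -1.16 (exact permutation test, p = 0.029, or 0.203 after Benjamini-Hochberg adjustment over 7 genes), on 2 to 14 counts per embryo. In the authors' deposited table the unadjusted p from DESeq2 is 0.117. For CDX2 these values therefore do not contradict the paper.

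The paper places CDX2 KO embryos together with one WT embryo. Here CDX2 KO embryos 4 and 5 joined WT control embryo 1 first, while CDX2 KO embryos 2 and 3 joined last.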

Other observations

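Of the tests in this part, those of sex, of read mates and of the CDX2 guide were chosen after the results were seen.

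The number of transcripts past the threshold in GATA3 KO embryos, 86, was reached by 1 of the 35 splits of the 7 embryos, the real one. The next largest number, 52, came from setting GATA3 KO embryos 3, 4 and 5, which had at most 2 Y-linked counts, against the other 4 embryos. Of the 86 transcripts, 4 (4.7%) lie on the X chromosome, against 3.2% of all tested (Fisher's exact test, p = 0.36), and all 4 were higher. Among the 965 transcripts with an unadjusted p under 0.05, 47 lie on the X chromosome and 46 of them were higher (Fisher's exact test, p = 1.79e-03). A fit with the presence of Y-linked counts as a covariate rests on GATA3 KO embryo 6 alone, so its number decides nothing. After removal of X- and Y-linked genes 138 transcripts passed. X-linked genes therefore do not account for the number, but the condition and the sex of the embryos overlap so far in these 7 embryos that their effects on other genes cannot be told apart. After thinning to equal totals, 100.0% of the 86 transcripts kept their sign and at least 0.5 of their log2 fold change, but they had been picked for large changes, so that test decides nothing. The totals themselves did not separate the groups (exact permutation test, p = 0.629).

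In CDX2 KO embryos 0 transcripts passed the threshold and 187 had an unadjusted p under 0.05. All 35 splits gave at least as many, which a count of 0 makes certain. With no transcript past the threshold, the tests of sex and library size could not be run as set. Among the 187, 15 lie on the X chromosome (Fisher's exact test, p = 2.73e-04), and 99.0% of the 100 transcripts with the smallest p kept their direction and size after thinning. These tests on genes picked in that way decide nothing about the count.

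CDX2 transcripts were lower in CDX2 KO embryos, and the difference in GATA3 KO embryos, which were not given the CDX2 guide, was -1.50 (log2). A loss caused by the CDX2 guides alone would have left GATA3 KO embryos unchanged. The fall there had p = 0.057 (exact permutation test) on 0 to 9 counts per embryo, and both comparisons share the WT control embryos, so the test does not decide, and the difference cannot be told apart from such a loss.

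WT control embryo 1 correlated slightly more with GATA3 KO embryos than with the other WT control embryos, with a difference in mean r of 0.004. After thinning to equal totals the difference was -0.003, so a difference in library size may explain it. A lack of Y-linked reads does not, since the embryo had 50 Y-linked counts.

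CDX2 KO embryo 3 had the lowest mean r with the other embryos of its table, 0.473, and the lowest total. The gap in mean r to the next embryo was 0.216, and 0.16 after thinning to equal totals. Most of the gap thus remained at equal totals, and library size could account for the rest. No biological explanation was tested.

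Over the 8567 transcripts listed in both tables, the same 3 WT control embryos have 1.784 to 1.854 times as many counts in the table of CDX2 KO as in that of GATA3 KO. In each of them at least 99.88% of shared transcripts have between 1 and 2 times the counts, as would be seen if read mates had been counted separately in the table of CDX2 KO, which is a candidate explanation.

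Across 4189 transcripts, the log2 fold changes of the 2 knockouts had a Pearson r of 0.180 and a Spearman rho of 0.136 when both were taken against the same WT control embryos. With non-overlapping WT control embryos, the Pearson r of 6 choices ran from -0.289 to 0.154, with 2 of them positive, and their mean was -0.067. Genes are not independent replicates, and the shared WT control embryos alone can raise the first value.

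At the transcript level, NANOG had a log2 fold change of -1.10 (adjusted p = 0.412 from limma) in GATA3 KO and -1.60 (adjusted p = 0.900) in CDX2 KO embryos. With one embryo left out, NANOG ran from -1.65 to -0.16 in GATA3 KO and from -2.28 to -0.66 in CDX2 KO embryos. SOX2 had -0.95 (adjusted p = 0.206) and -0.02 (adjusted p = 0.994), and POU5F1, which encodes OCT4, had 0.00 (adjusted p = 0.998) and 0.24 (adjusted p = 0.937). The paper measured these proteins by immunostaining in other embryos, and NANOG in GATA3 KO blastocysts on day 8, in TE and ICM cells. The transcripts here are from whole blastocysts of day 7, so they do not test the protein results. Of the other lists, the primitive endoderm markers fell in GATA3 KO embryos by 0.67 relative to all tested genes, in 4 of 4 embryos (exact permutation test, p = 0.057, or 0.229 after adjustment over 8 lists). Only 12 of 26 genes were tested, fewer than 80%, so a test of the whole list is void. APOA1 was the 1 gene of this list past the threshold, with a log2 fold change of -1.55 (adjusted p = 0.0295 from limma). It lost significance in 2 of the 7 fits that left out one embryo.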
